A study of Procambarus virginalis with 3 samples. Its data were reported in "The methylome of the marbled crayfish links gene body methylation to stable expression of poorly accessible genes" (2018).

How the data were processed

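ATAC-seq libraries were generated from hemocytes of 3 marbled crayfish caught in the wild. For each animal, about 500 µL of hemolymph was drawn, and 50000 washed hemocytes were incubated with the transposase for 20 min. The libraries were sequenced on an Illumina HiSeq instrument. All 3 libraries were assigned to the group hemocytes by their tissue label, and the series has no control library and no second group.

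According to the study's methods, reads were trimmed and quality filtered with Trim Galore, aligned to the marbled crayfish genome with Bowtie2, and freed of duplicates with samtools. Broad peaks were called with MACS2, and the 3 libraries were pooled after their similarity had been checked. It is not given in the sources used here whether the merged list comes from 1 call on pooled reads or from lists per library, and the depth reconstruction below treats it as 1 call. The caller's version and settings, the handling of reads with several alignments, and the version of the assembly are not given in the sources used here. It is also not given whether the insertion sites were shifted for the footprint of the transposase, which would move peak borders by a few bases and matters most for the shortest peaks. Duplicate removal limits the fragments that can be counted at one position, and pooling means that the deepest library contributes most to each value.

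A single deposited file was analysed, the peak list of the merged libraries, and all of its columns are pooled over the 3 libraries. For each peak, the authors deposited the position on a scaffold, a fold enrichment, the −log10 of a p-value and of a q-value, and a whole-number display score. The deposited fold enrichment is a linear ratio of fragment pileup to the background estimated by the caller. The values of −log10 p and −log10 q in the deposited list are those of the authors' peak caller and were used to rank and filter peaks within the list and to infer the background and depth behind the calls. The deposited display score was 10 times −log10 q truncated to a whole number for 89151 peaks and differed by 1 for the other 4, so it was not used. Starts were deposited counting from 0 and are given counting from 1. The list gave no read totals per library, so the depth per library was not analysed here. It contained no peak shorter than 64 bp and no gap between peaks shorter than 257 bp, which is 4 times the shortest length plus 1.

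The depth behind the calls was reconstructed from the list under the assumption that the caller adds a pseudocount of 1 to pileup and background and computes p as the upper tail of a Poisson distribution. For each whole pileup, the background that gives the most frequent fold enrichment of 2.46 was calculated, and the predicted −log10 p was compared with the 3.15 observed for these peaks. A pileup of 11 fragments with a background of 3.88 differed from the observed value by 1.19e-05, and the next best pileup of 10 differed by -0.13. Each overlapping fragment then adds 0.205 to the fold enrichment, and the fragment numbers of other peaks follow from their fold values if 1 background applies to all. The libraries were sequenced from both fragment ends, but whether the caller counted whole fragments or extended single reads is not given in the sources used here.

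Medians are given with the interquartile range over peaks and a 95% interval from binomial order statistics, and shares with an exact (Clopper-Pearson) 95% interval. These cover counting error only, since peaks are not independent samples and no replicate values were used. The relation of length and fold enrichment was tested with Spearman's rho and 10000 permutations. Clustering was tested by placing each peak at random within its own scaffold 1000 times with its length kept. Scaffold lengths were not used here, so scaffolds were taken to end with their last peak, and scaffolds with fewer than 3 peaks were left out. The test for a neighbour counts the gap between peak borders. Ratios of peak positions and correlations of adjacent peaks have percentile intervals from 1000 bootstrap draws over scaffolds. Peaks named in the text are the 5 with the highest fold enrichment, the 3 with the highest −log10 q and the 3 longest. Scaffolds named are the 3 with the most peaks, with ties resolved by covered length. The main tests, these naming rules and the first set of alternative settings were fixed before the data were examined.

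The alternative settings fixed in advance were a −log10 q of at least 2 or 5, a fold enrichment of at least 4, merging of peaks less than 500 bp apart, neighbour distances of 1 and 5 kb, scaffolds with 5 or more peaks, Pearson's r, and omission of the strongest 1% of peaks. Merged peaks were given the length-weighted mean fold enrichment. Comparisons that need a genome sequence or gene models (promoter overlap, base composition, and the share of genes with a promoter peak by CpG content) had been planned and were not analysed here. Calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

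The procedures for clustering, correlation, background and peak positions were tested on simulated data. In 20 data sets of 62746 peaks placed without clustering, the observed share of peaks with a neighbour within 2 kb lay on average 5.07 percentage points below the random share, since the last peak sets the span. With the last peak kept in place the mean difference was -0.025 percentage points, and 0 of the 20 data sets gave a one-sided random-placement p under 0.05. In 1 further data set, 10% of peaks were drawn, and those that followed another peak of their scaffold were moved beside it. The difference was then 8.02 percentage points with the last peak kept in place and 2.93 without. The background reconstruction recovered 5 of 5 backgrounds from fold and p values computed without noise by the same formulas. This checks the calculation only, and not the assumed pseudocount, the Poisson tail or the shared background.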

Results

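Chromatin accessibility was mapped by ATAC-seq in hemocytes of the marbled crayfish (*Procambarus virginalis*), a freshwater crayfish whose females reproduce clonally without males. Hemocytes are the free-floating blood cells of crustaceans, and they can be used for ATAC-seq without dissociating a tissue. In this assay, the Tn5 transposase inserts sequencing adapters preferentially into DNA that is not wrapped tightly in chromatin, so that regions with many sequenced fragments mark accessible DNA. Libraries were made from 3 independent wild-caught animals, and all 3 belong to 1 group. The deposited peak list describes the 3 libraries merged, so no value per animal was analysed here, and no error between animals can be given for any value in this report. Spreads are over peaks, and intervals cover counting error only. The study used these maps to ask how accessibility relates to gene body methylation and gene expression. Gene positions, methylation and expression were not analysed here, and the comparisons below therefore concern the accessible regions themselves: how many were found, how wide and how strong they were, and how they were arranged along the scaffolds of the draft genome assembly.

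The merged data contained 89155 accessible peaks on 30666 scaffolds. No peaks overlapped each other, and together they covered 30.5 Mb. A single peak was found on 11813 of these scaffolds (38.5%), and the median scaffold with any peak carried 2. At the other extreme, 1115 scaffolds carried 10 or more peaks. The number of peaks depended strongly on the calling threshold. Requiring a fold enrichment of at least 4 left 47554 peaks, which was the alternative that changed the number most.

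To establish the depth behind these calls, the fragment numbers that correspond to the fold values were reconstructed under the assumptions given for the processing. The weakest and most frequent fold value, 2.46, was shared by 672 peaks within a tolerance of 2e-05 and corresponded to 11 overlapping fragments against a background of 3.88 fragments. Counting error alone gives an exact 95% Poisson interval of 5.49 to 19.7 around 11 fragments. The median peak corresponded to a mean overlap of 19.4 fragments along its length. At a single position, 19 fragments give an interval of 11.4 to 29.7. The number of fragments behind a whole peak can be larger than its mean overlap and was not reconstructed, so the error of that mean is not given. Many individual calls in the lower part of the list were thus based on a low depth, and their rank order may be imprecise. The strongest peak, with a mean of 7276 fragments, is well determined in this respect.

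The median fold enrichment over background was 4.18 (interquartile range over peaks 3.15 to 7.07). The 95% order-statistic interval of this median was 4.17 to 4.20, and the median rose to 6.72 when only peaks with a fold enrichment of at least 4 were kept. The distribution had a long upper tail (the plot of peak length and fold enrichment). A fold enrichment under 4 was found for 41601 peaks, or 46.7% (exact binomial 95% interval 46.3 to 47.0%). In contrast, 14171 peaks (15.9%, interval 15.7 to 16.1%) reached 10, 1046 peaks (1.17%, interval 1.10 to 1.25%) reached 50 and 230 peaks (0.258%, interval 0.226 to 0.294%) reached 100. Signal was therefore concentrated in a minority of peaks. When fold enrichment was multiplied by peak length and summed, the strongest 1% of peaks held 24.2% of the sum, although they made up 2.59% of the covered length. The strongest 10% of peaks held 63.1% of the sum and 21.2% of the covered length. Copy number under the peaks was not known, so these shares describe signal and not accessibility alone. The median −log10 q was 6.68 (interquartile range 3.14 to 19.6), and the weakest peak had a q-value of 0.0621.

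**Figure D1:**
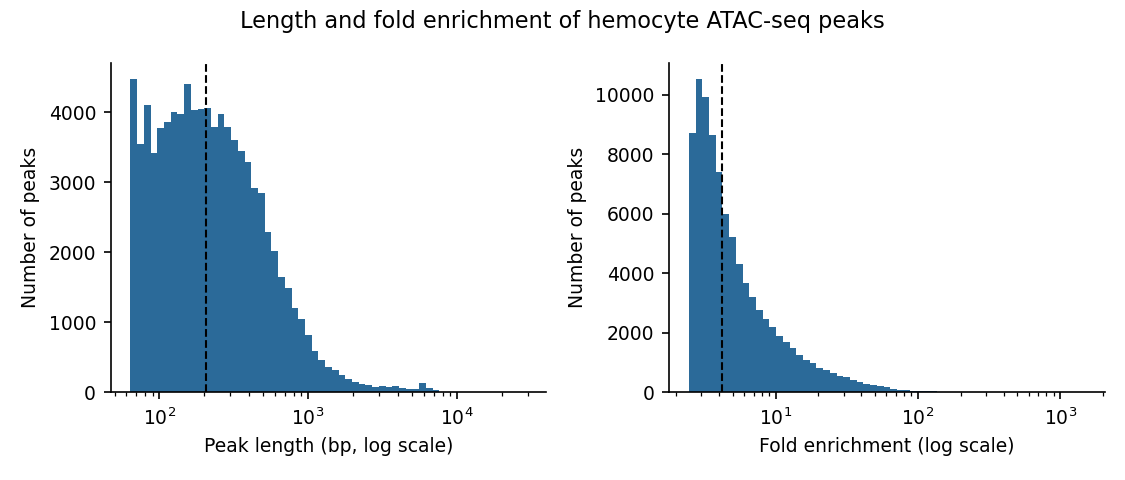
Histograms of peak length in bp (left) and fold enrichment over background (right) for the 89155 merged hemocyte peaks, both on logarithmic horizontal axes, with the number of peaks on the vertical axes and the medians (205 bp and 4.18) as dashed lines. Fold enrichment has its highest bars just above the weakest called value and a tail that extends to 1490, and peak length shows a small separate rise near 6 kb.

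Peaks were short. Their median length was 205 bp (interquartile range 117 to 382 bp, 95% order-statistic interval of the median 203 to 207 bp), and the median rose to 270 bp when only peaks with a fold enrichment of at least 4 were kept. Lengths under 100 bp were found for 16579 peaks, or 18.6% (interval 18.3 to 18.9%). The shortest length in the list was 64 bp, which acts as a lower limit of the list and not as a measured property of accessible regions. Lengths of 1000 bp or more were found for 3756 peaks (4.21%, interval 4.08 to 4.35%), and 332 peaks on 328 scaffolds were 5000 bp or longer. These long peaks made up 7.53% of the covered length. Their median fold enrichment was 16.0, with a range of 3.44 to 280.4.

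Whether wider regions were also the stronger ones was then tested across peaks. Length and fold enrichment were positively related, with a Spearman's rho of 0.372 and a Pearson's r of 0.380 on log10 values (89155 peaks, two-sided permutation p of 0.0001 for each coefficient, the smallest value that 10000 permutations can give). This was the only relation tested in its family. Peaks of 1 merged data set are not independent replicates, so the p-value describes this list and not the variation between animals. Both values come from the same pileup above the same calling limit, and a taller region tends to stay above that limit for longer. A positive relation can therefore come from the calling itself, which the permutations do not exclude. The weakest relation among the alternatives was a rho of 0.301, for peaks with a fold enrichment of at least 4. The median fold enrichment was 3.38 for peaks under 100 bp (interquartile range 2.88 to 4.44), 4.88 for peaks of 200 to under 500 bp (3.34 to 8.61), 7.75 for peaks of 1000 to under 2000 bp (4.54 to 15.3) and 16.0 for peaks of 5000 bp or more (7.08 to 25.6). The interquartile ranges of neighbouring length classes overlapped widely, and length alone therefore did not determine the strength of a peak. Conversely, the median length was 141 bp in the weakest 20% of peaks by fold enrichment and 363 bp in the strongest 20%.

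**Figure D2:**
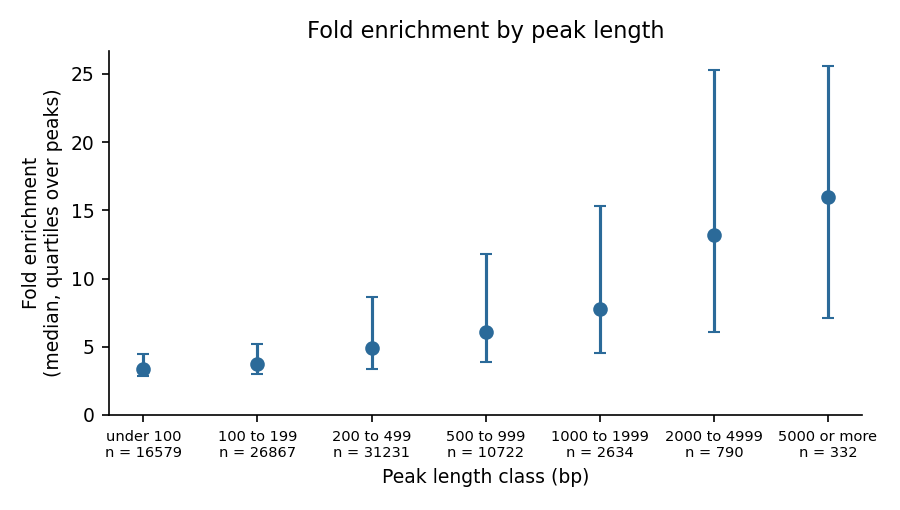
Median fold enrichment (points) and its quartiles over peaks (bars) for 7 classes of peak length in bp, with the number of peaks under each class. The medians increase from 3.38 in the shortest class to 16.0 in the longest, while the quartile ranges of adjacent classes overlap.

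The strongest peak covered positions 1 to 4123 of scaffold129238 and had a fold enrichment of 1490 and a −log10 q of 20877. It was the only peak on its scaffold and began at the first base of it. The following peaks by fold enrichment were found on scaffold12147 at 115836 to 116753 (fold enrichment 947.2, 918 bp), on scaffold21089 at 8398 to 9471 (fold enrichment 887.7, 1074 bp), on scaffold41920 at 34909 to 35364 (fold enrichment 623.5, 456 bp) and on scaffold17512 at 44912 to 45573 (fold enrichment 570.9, 662 bp). The 3 highest −log10 q values belonged to the first 3 of these peaks. The longest peak covered 29372 bp of scaffold64390 at 15302 to 44673, with a moderate fold enrichment of 10.3. It was followed by a peak of 23271 bp on scaffold15282 at 17039 to 40309, with a fold enrichment of 271.5, and by a peak of 19795 bp on scaffold273783 at 399 to 20193, with a fold enrichment of 4.38. Positions count from 1 on the scaffolds of the draft assembly, and no gene annotation was used, so it is not stated here whether these peaks lie in exons, introns or outside genes.

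The scaffold with the most peaks was scaffold3136, which carried 42 peaks between positions 8886 and 541073 with a median fold enrichment of 4.91. A further 3 scaffolds carried 41 peaks each. Among them, scaffold6793 had the largest covered length (21434 bp between positions 66104 and 454796, median fold enrichment 4.23), followed by scaffold3259 (11854 bp between positions 2959 and 496030, median fold enrichment 3.62).

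It was next examined whether peaks clustered along scaffolds. This comparison used 62746 peaks on 11555 scaffolds with 3 or more peaks, and the span of each scaffold was taken to end with its last peak. A neighbour within 2 kb was found for 25839 peaks, or 41.2% (exact binomial 95% interval 40.8 to 41.6%). When each peak was placed at random within the span of its scaffold, the share was 36.6% on average and ranged from 35.8 to 37.2% over 1000 placements (one-sided p of 0.001 from random placement, the smallest value that 1000 placements can give). The observed share was thus 4.62 percentage points higher. This procedure understates clustering, because the last peak defines the span and is then moved: for this comparison on data simulated without clustering, the observed share lay 5.07 percentage points below the random share. In a version chosen after this finding, the last peak of each scaffold was kept in place. The random share was then 31.9% (range 31.3 to 32.5%), and the observed share was 9.32 percentage points higher (one-sided p of 0.001). Without this correction the direction of the difference was reversed under 4 of the settings fixed in advance. For example, 59.5% of peaks had a neighbour within 5 kb, against 61.1% under random placement, and with the last peak kept in place the random share was 55.3%.

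The excess was strongest at short distances. With the last peaks kept in place, gaps of 257 to under 500 bp between adjacent peaks were 3.77 times as frequent as under random placement (4587 observed pairs, 1217 expected), gaps of 500 to under 1000 bp were 2.05 times as frequent, and gaps of 1000 to under 2000 bp were 1.25 times as frequent. Gaps of 2000 to under 5000 bp were less frequent than under random placement (ratio 0.836), whereas for gaps of 50000 bp or more the ratio was 1.12 (1231 observed pairs, 1097 expected). No gap was shorter than 257 bp, whereas random placement gave 3254 such pairs. This limit is a property of the peak list, in which closer regions appear as a single peak, and it raises the ratios of all longer gaps. When the random pairs with longer gaps were rescaled to the observed total, the ratio was 3.53 for gaps of 257 to under 500 bp, 1.92 for 500 to under 1000 bp, 1.17 for 1000 to under 2000 bp, 0.783 for 2000 to under 5000 bp and 1.05 for 50000 bp or more.

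**Figure D3:**
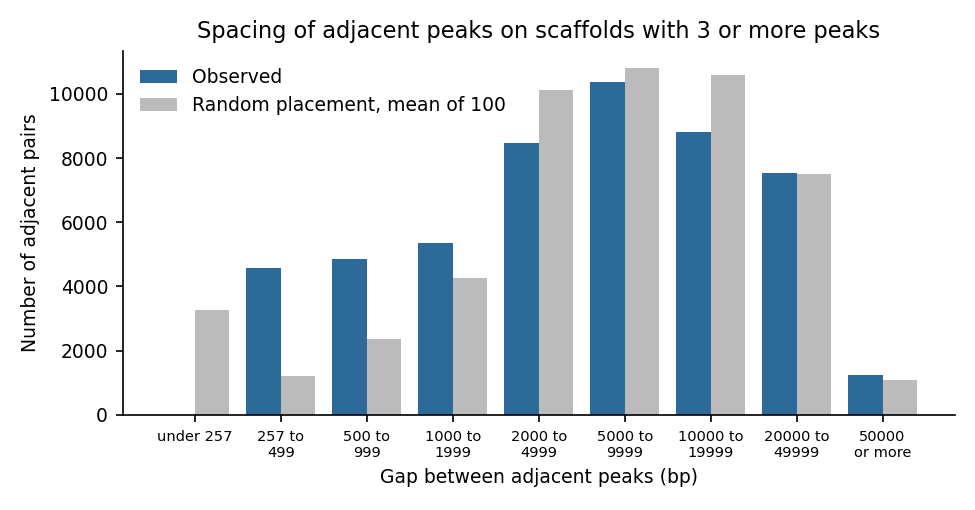
Number of adjacent peak pairs (vertical axis) by the gap between them in bp (horizontal axis) on scaffolds with 3 or more peaks, observed (blue) and as the mean of 100 random placements with the last peak of each scaffold kept in place (grey). Observed pairs exceed the random ones from 257 to under 2000 bp and are fewer from 2000 to under 20000 bp.

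Peak positions were also not uniform with respect to the scaffold start. This comparison was added after the data had been examined. On the 17852 scaffolds whose last peak ended at 20 kb or beyond, the first kb contained 3791 peak starts, or 0.212 per scaffold. Between 5 and 15 kb, the same scaffolds contained 0.0354 peak starts per scaffold and kb. The ratio was 6.0 (95% bootstrap interval over scaffolds 5.74 to 6.23), and it was 4.26 (interval 3.76 to 4.83) on the 2068 scaffolds that reached 100 kb. Over all scaffolds, the number of peak starts declined to 378 between 5.0 and 5.5 kb, rose again to 1153 between 8.0 and 8.5 kb, and showed a further maximum of 1296 between 19.5 and 20.0 kb (the plot of peak positions along scaffolds). The window from 8 to 9 kb contained 2225 peak starts, 2.36 times the mean of the windows from 4 to 5 kb and from 12 to 13 kb (interval 2.22 to 2.52). Random placement of peaks within the scaffold spans therefore differs from the observed arrangement in more than the frequency of close neighbours.

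**Figure D4:**
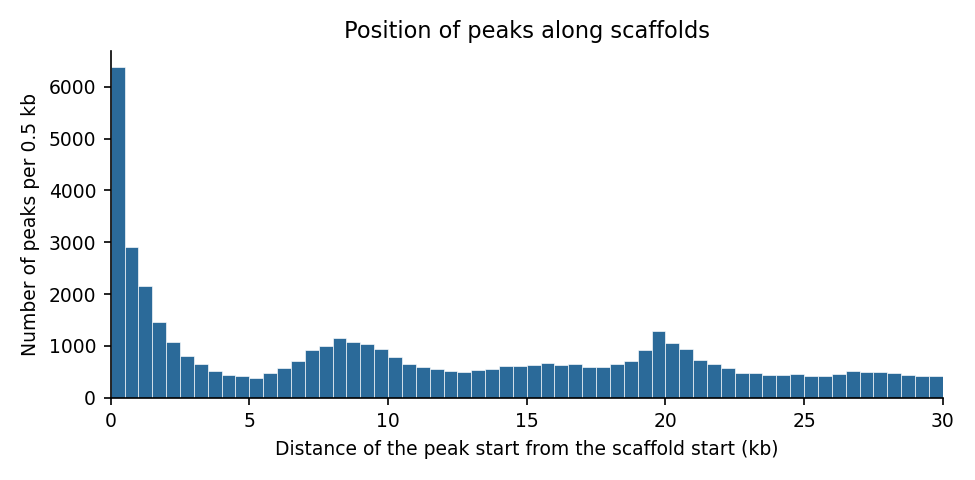
Number of peaks per 0.5 kb (vertical axis) by the distance of the peak start from the scaffold start in kb (horizontal axis), for all scaffolds with a peak. The first 0.5 kb holds 6376 peaks, and separate maxima lie near 8 kb (1153 peaks) and just below 20 kb (1296 peaks).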

Values the study reported

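The study reported 89,156 accessible peaks for hemocytes from its ATAC-seq datasets (N = 3).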

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

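Alternatives in which the last peak of each scaffold was kept in place, the outer 5 kb of each scaffold was left out, or peaks of 5 kb or longer were left out were chosen after the data had been examined. The others were planned.

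The number of peaks was 89155 as deposited. It stayed within 1.5 times this number for a −log10 q of at least 2 (79610) and after merging peaks less than 500 bp apart (84029). It fell to 52772 for a −log10 q of at least 5 and to 47554 for a fold enrichment of at least 4. The median peak length of 205 bp rose to 217 bp and 260 bp for a −log10 q of at least 2 and 5, to 270 bp for a fold enrichment of at least 4 and to 216 bp after merging. The median fold enrichment of 4.18 rose to 4.54, 6.19 and 6.72 under the first 3 of these filters. These rises follow from the construction of the filters, which remove the weakest peaks, and weak peaks were shorter.

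The positive relation between length and fold enrichment kept its direction and a permutation p of 0.001, the smallest value 1000 permutations can give, in all 6 alternatives, with coefficients of 0.301 to 0.380. None of these alternatives removes the coupling of both values by the calling limit.

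The share of peaks with a neighbour within 2 kb was the only comparison whose direction changed with the processing. Against fully random placement, the difference of 4.62 percentage points kept its direction for a −log10 q of at least 2, a distance of 1 kb and scaffolds with 5 or more peaks. It was reversed for a −log10 q of at least 5 (28.2% observed, 29.1% random), a fold enrichment of at least 4 (26.3% and 27.9%), merged peaks (32.3% and 34.1%) and a distance of 5 kb (59.5% and 61.1%). With the last peak of each scaffold kept in place, the observed share was higher than the random share under each of the same alternatives (random-placement p of 0.001 each), by 3.02 percentage points for merged peaks to 9.63 percentage points for scaffolds with 5 or more peaks. None of the 4 reversals remained when the last peak was kept in place. The excess that remained was smaller there than the 9.32 percentage points of the main setting with the last peak in place. It was 3.99 for a −log10 q of at least 5, 3.35 for a fold enrichment of at least 4 and 4.19 for 5 kb. The reversals thus came from moving the peak that sets the span together with a smaller excess. Leaving out the outer 5 kb of each scaffold gave 41.9% against 31.0% under random placement.

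Under the stricter filters on −log10 q and fold enrichment, scaffold3259 lost the most peaks of the named scaffolds. It kept 18 of 41 at a −log10 q of at least 5 and 17 at a fold enrichment of at least 4, while scaffold3136 kept 27 and 25 of 42 and scaffold6793 kept 28 and 24 of 41. After merging, the order was different, with 40 peaks left on scaffold3259 and 38 on each of the other named scaffolds. All 8 distinct named peaks passed both filters.

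Leaving out single libraries was not run because the list is pooled and no values per library were used. The alternatives for promoter overlap, CpG class, base composition and fold enrichment at promoters were not run either, because no genome or annotation was used. Depth limits the lower end of the list: the number of peaks per additional fragment was 6067 from 11 to under 12 fragments, 6988 from 12 to under 13 and 6705 from 13 to under 14, then 5979 from 14 to under 15. Peaks were thus nearly at their most frequent at the calling limit, and the number of peaks is limited there by depth and threshold.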

Other observations

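The tests of short scaffolds and weak peaks near scaffold starts, of a layout at the scaffold start alone, of preferred scaffold lengths at 8 kb and at 20 kb, of a spacing of accessible sites of about 7 kb, of the 6 kb length class, of a level shared by whole scaffolds and of split regions for adjacent peaks, of unread gaps as a source of clustering and of the common background were chosen after the respective pattern had been seen. The other tests were specified before their result was known, but after the pattern itself had been noticed.

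The deposited list holds 89155 peaks, numbered without interruption up to 89155, and has 89156 lines when its header line is counted. That number of lines equals the value quoted from the study above.

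Over all scaffolds, peak starts had maxima near 8 kb and near 20 kb from the scaffold start, in addition to the first kb. The window from 19 to 21 kb contained 4221 peak starts, 1.93 times the mean of the windows from 15 to 17 kb and 23 to 25 kb (bootstrap interval 1.85 to 2.01). On scaffolds that reached 100 kb, the ratio at 19 to 21 kb was 1.04 (interval 0.873 to 1.24), so the maximum near 20 kb is consistent with preferred scaffold lengths and crowding at scaffold ends. The tests that follow concern the maximum near 8 kb. A spacing of accessible sites along the DNA stays open. Beyond the close range, distances between peaks of a scaffold were most frequent at 6.5 to 7.5 kb, 1.24 times the mean of the windows from 4 to 5 kb and 9 to 10 kb (interval 1.2 to 1.28). Among pairs of peaks both over 30 kb from the scaffold start and from the last peak, this ratio was 1.11 (interval 1.02 to 1.2). Their counts per 0.5 kb were 472 and 451 from 6.5 to 7.5 kb, but 487 and 424 from 4 to 5 kb. From 9 to 10 kb they were 374 and 378. The ratio thus came mainly from the lower counts at 9 to 10 kb and showed no separate maximum near 7 kb. It therefore decides neither on a spacing of about 7 kb nor on pieces joined along the whole scaffold. Distances of 8 to 9 kb lay away from the maximum over all scaffolds. Among the same inner pairs they were 1.00 times as frequent as those of 4 to 5 kb and 12 to 13 kb (interval 0.922 to 1.09). Over all scaffolds they were 1.21 times as frequent, which does not decide the point. A layout at the scaffold start alone is argued against, since on scaffolds whose last peak ended at 50 kb or beyond, where a layout at the start does not reach, other peaks recurred 8 to 9 kb before the last peak with a ratio of 1.25 (interval 1.11 to 1.42). Over all scaffolds this ratio was 1.46, but there the distances from both ends overlap. Apart from the first kb, the ends of the last peaks also had maxima at similar positions, with 401 scaffolds between 8.5 and 9.0 kb and 776 between 20.0 and 20.5 kb, compared with 86 between 4.5 and 5.0 kb. Preferred scaffold lengths with crowding at the ends are argued against as the whole reason for the maximum near 8 kb, because the ratio from the scaffold start was still 1.75 (interval 1.32 to 2.29) on scaffolds that reached 100 kb. A few strong peaks are not needed, because the ratio from the scaffold start was 2.58 in the weaker 50% of peaks and 2.16 in the stronger 50%. A candidate explanation for the maximum near 8 kb is the draft assembly itself. If scaffolds were joined from short pieces at preferred distances, with stretches without sequence between them to which no read aligns, peaks could be found only where the pieces lie. The ratio at 8 to 9 kb was 2.55 on scaffolds whose last peak ended before 50 kb, 1.45 times that on scaffolds that reached 100 kb (interval 1.11 to 1.93). This difference decides nothing by itself, because preferred scaffold lengths would add to it on short scaffolds as well. The positions of sequence gaps in the assembly were not used here and are needed to test this. No explanation that involves a difference between samples was tested, since they form 1 group.

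The crowding of peaks in the first kb of scaffolds is not accounted for by many short scaffolds, since the density ratio on scaffolds reaching 20 kb was 6.0. It also does not come from weak calls near the threshold. The median fold enrichment was 4.50 for the first kb and 4.15 for 5 to 15 kb, a difference of 0.350 (two-sided permutation p of 0.001, the smallest value 1000 permutations can give). The first kb thus had slightly higher fold enrichment, but the strongest peaks were not detectably more frequent at scaffold ends, and strong signal at the ends stays open as an explanation. Of the 628 strongest peaks (1%) on scaffolds with 3 or more peaks, 17.4% were the last peak of their scaffold, compared with 19.2% when fold values were shuffled within scaffolds, a ratio of 0.906 (one-sided permutation p of 0.897). For the first peak of the scaffold the shares were 19.4% and 19.1%, a ratio of 1.02 (one-sided permutation p of 0.437). Repeat copies that were collapsed at assembly breaks remain possible. Of the 9294 peaks that start in the first kb, 8.26% start within the first 10 bp, but this share cannot separate collapsed copies from accessible DNA at a break without the sequence. The layout of pieces described above also remains open as the reason for this crowding.

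The clustering of peaks within 2 kb may share this origin. Crowding at scaffold ends alone is argued against, because without the outer 5 kb the observed share was 1.35 times the random share. Broad regions that the caller split at gaps just above its limit are not the whole reason. Adjacent peaks 1 to 2 kb apart were also 1.26 times as frequent as under random placement (5363 pairs observed, 4271 expected). They were still 1.17 times as frequent when gaps too short for the list were left out of the random pairs. Broad regions with uneven coverage could be broken at such wider gaps as well, so splitting is not excluded. Random placement treats all positions of a scaffold as readable, however, and the ratio of 1.21 at 8 to 9 kb over all pairs leaves open that scaffold layout also enters shorter distances. Clustering of accessible regions and stretches without sequence cannot be told apart with the peak list alone.

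Adjacent peaks resembled each other in fold enrichment, and the resemblance declined with distance. Across pairs, Spearman's rho was 0.133 for gaps up to 1 kb (10590 pairs, bootstrap interval over scaffolds 0.111 to 0.154), 0.0897 for 1 to 2 kb, 0.0792 for 2 to 5 kb (interval 0.0582 to 0.10), 0.0464 for 5 to 20 kb and 0.0147 beyond 20 kb (interval -0.0048 to 0.033). A level shared by whole scaffolds, as from a difference in copy number or from foreign DNA, is argued against as the whole reason on long scaffolds. On the 2659 scaffolds that had both kinds of pair, rho was 0.125 up to 1 kb and -0.0056 beyond 20 kb, a difference of 0.131 (interval 0.0889 to 0.173). Scaffolds without such distant pairs were not covered by this comparison. Splitting of broad regions at gaps just above the caller's limit cannot give pairs 2 to 5 kb apart, where rho was 0.0792. A broad region with uneven coverage could be broken at wider gaps as well, so splitting is not excluded. Scaffold ends do not account for the resemblance below 5 kb, which was 0.104 without the outer 5 kb (interval 0.0860 to 0.123) and 0.109 with it. Domains of shared accessibility that extend over several kb are a hypothesis that these values leave open, and they may be pursued once alignment multiplicity and base composition are known. The coefficients are small, so that the fold enrichment of a peak predicts little about its neighbour.

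A separate class of long peaks was found near 6 kb. Lengths of 6 to 6.4 kb occurred 108 times, 4.0 times the mean of the windows from 5 to 5.4 kb and from 6.8 to 7.2 kb (interval 2.94 to 5.51), which is more than chance explains. They lay on 108 different scaffolds. Their median fold enrichment was 15.1. The values were spread unevenly, with 38 peaks below 10, 16 from 10 to under 15, 48 from 15 to under 30 and 6 at 30 or more. The SD of log2 fold enrichment was 0.86, compared with 1.32 for the 54 peaks of the side windows, a quotient of 0.650. This is consistent with copies of a dispersed element of about 6 kb that share aligned reads, in which case their signal may reflect copy number and not accessibility. Peaks of unrelated origin cannot be told apart from such copies here, because the sequence under the peaks was not used.

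Fold enrichment and −log10 p ranked the peaks almost identically (Spearman's rho of 0.9998 across 89155 peaks). Among the 43446 peaks under 200 bp, 0.108% deviated by over 10% from the running median of −log10 p at the same fold enrichment. This is consistent with 1 genome-wide background for all short peaks in place of a local one, in which case regions with a high copy number would be called along with accessible ones. Among the 45709 longer peaks the share was 3.64% (1663 peaks). All 1710 deviations, short and longer peaks together, were upwards. Averaging of −log10 p over an uneven peak has the same effect, so for longer peaks a local background cannot be told apart from averaging.

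The strongest peak, on scaffold129238, covered the scaffold from its first base to 4123, with no other peak on it. Of the 332 peaks of 5000 bp or more, 45 were the only peak of their scaffold, and 10 of these started in its first 500 bp. These values are given without an explanation.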
